# Corticosterone induces obesity partly *via* promoting intestinal cell proliferation and survival

**DOI:** 10.3389/fendo.2022.1052487

**Published:** 2023-01-09

**Authors:** Guanhao Wang, Shuanqing Li, Yingqi Li, Meihui Zhang, Ting Xu, Tianming Li, Lining Cao, Jianfeng Lu

**Keywords:** corticosterone, obesity, small intestines, cell proliferation, cell survival and death

## Abstract

**Introduction:**

A vicious cycle ensues whereby prolonged exposure to social stress causes increased production of glucocorticoids (GCs), leading to obesity even further. Understanding the role of GCs, the key element in the vicious circle, might be helpful to break the vicious circle. However, the mechanism by which GCs induce obesity remains elusive.

**Methods:**

Corticosterone (CORT) was administered to mice for 8 weeks. Food and water intake were recorded; obesity was analyzed by body-weight evaluation and magnetic resonance imaging (MRI); intestinal proliferation and survival were evaluated by H&E staining, EdU-progression test, TUNEL assay and immunofluorescence staining of Ki67 and CC3; RNA-seq was performed to analyze transcriptional alterations in small intestines and livers.

**Results:**

Chronic CORT treatment induced obesity, longer small intestines, hepatic steatosis and elevated levels of serum insulin and leptin in mice; CORT-treated mice showed increased cell proliferation and decreased apoptosis of small intestines; RNA-seq results indicate that differentially expressed genes (DEGs) were enriched in several cell growth/death-associated signaling pathways.

**Discussion:**

Herein we find that administration of CORT to mice promotes the proliferation and survival of intestinal cells, which might contribute to the longer small intestines and the elongated intestinal villi, thus leading to increased nutrient absorption and obesity in mice. Understanding CORT-induced alterations in intestines and associated signaling pathways might provide novel therapeutic clues for GCs or stress-associated obesity.

## 1 Introduction

Obesity, which threatens the health of individuals, is a rapidly increasing pandemic. It is predicted that one fifth of adults worldwide will be expected to be obese by 2025, and the economic cost for chronic diseases due to obesity is estimated to be 990 billion US dollars per year globally (1). In the past few decades, excessive food intake or insufficient energy expenditure was considered to contribute to obesity. However, recent evidence is now mounting to suggest that stress-induced glucocorticoids (GCs) elevations play an important role in obesity (2, 3).

Accumulated evidence suggested that stress plays an important role in the development of obesity. Hypothalamic-pituitary-adrenocortical (HPA) axis, a well-known neuroendocrine system mediating stress response, stimulates the adrenal cortex to release GCs: cortisol in humans or corticosterone (CORT) in rodents into blood. Patients chronically exposed to high levels of GCs, like in Cushing’s syndrome (endogenous GCs) or when using high doses of exogenous GCs, are more likely to develop abdominal obesity (4, 5). Interestingly, in our modern society, the obesity pandemic coincides with an increase of factors that enhance GCs production, such as chronic stress, consumption of food with a high glycemic index, and a reduced amount of sleep. This thus indicated a vicious circle, within which the increased GCs action, obesity and stress interact and intensify with each other (6), leading inexorably to worsening of obesity and metabolic status. Understanding the role of GCs, the key element in the vicious circle, might be helpful to break the vicious circle. However, the mechanism by which GCs induce obesity is largely unknown.

Excessive food intake and nutrient absorption are likely to contribute to obesity. Small intestine is one of the major organs for nutrient absorption. Intestinal villi are tiny, finger-like structures which project into the intestinal cavity, greatly increasing the surface area for nutrients absorption. The remarkable length of the small intestines, determined by a balance between the rates of proliferation and death of intestinal cells, contributes greatly to its surface area for nutrient absorption (7–9). A recent study indicated that CORT-treated animals became obese, even when the food intake was restricted to the same amount as consumed by the control mice (10). This gives rise to the question whether GCs could regulate proliferation and survival of intestinal cells, thus leading to an increased gut absorptive capacity, which results in obesity.

In the present study, CORT was administered to mice, and the small intestines and the livers were evaluated. We found that CORT-treated mice displayed an obese phenotype along with longer small intestines and elongated intestinal villi, which might be the result of increased proliferation and decreased death of intestinal cells. RNA-seq analysis suggested that CORT-treatment significantly increased the expression levels of proliferation-related genes (such as *Glul*, *Wee1* and *Xiap*) and decreased the expression levels of apoptosis-related genes (such as *Casp1* and *Casp7*) in small intestines. Furthermore, in the liver, the expression levels of *Fgf1* and *Fgf21*, which are known to regulate the length of intestines, were also up-regulated. We concluded that CORT induced longer small intestines and villi *via* promoting intestinal cell proliferation and survival, which contributed to obesity. This study would provide a novel therapeutic clue for the stress/GCs-related obesity.

## 2 Result

### 2.1 Chronic CORT treatment induced obesity, longer small intestines, hepatic steatosis and elevated levels of serum insulin and leptin in mice

After 8 weeks of treatment with CORT, mice showed remarkable increases in water intake, food intake, body weight and body size (**Figures 1A–D**). Magnetic resonance imaging (MRI) revealed that the CORT-treated mice showed remarkable fat accumulation (**Figure 1E**). According to the T1-weighted images, pseudo-color images, and fat distribution maps, CORT-treated mice showed a higher fat mass (10.10 ± 0.26 *vs*. 1.98 ± 0.50 g, p=0.0001) and a higher percentage of fat (31.37 ± 1.00 *vs*. 6.66 ± 1.69%, p = 0.0002) (**Figures 1F, G**). Histological analysis showed longer small intestines (**Figures 1H, I**) and hepatic steatosis (**Figure 1J**). Furthermore, we found a positive relationship between the body weight and the length of small intestines (**Figure 1K**). Chronic CORT exposure led to significantly elevated levels of serum leptin (31.91 ± 3.21 *vs*. 1.08 ± 0.12 ng/mL, p<0.0001) and insulin (28.90 ± 2.15 *vs*. 15.97 ± 3.31 μIU/mL, p=0.0179) (**Figures 1L, M**); however, there is no significant difference in the level of serum triglyceride (114.30 ± 43.00 *vs*. 252.10 ± 102.30 ng/μL, p=0.1939) between the two groups (**Figure 1N**). This result indicated that CORT-treatment increased the length of small intestines, which might contribute to more nutrients absorption, fat accumulation and weight gain.

**Figure 1:**
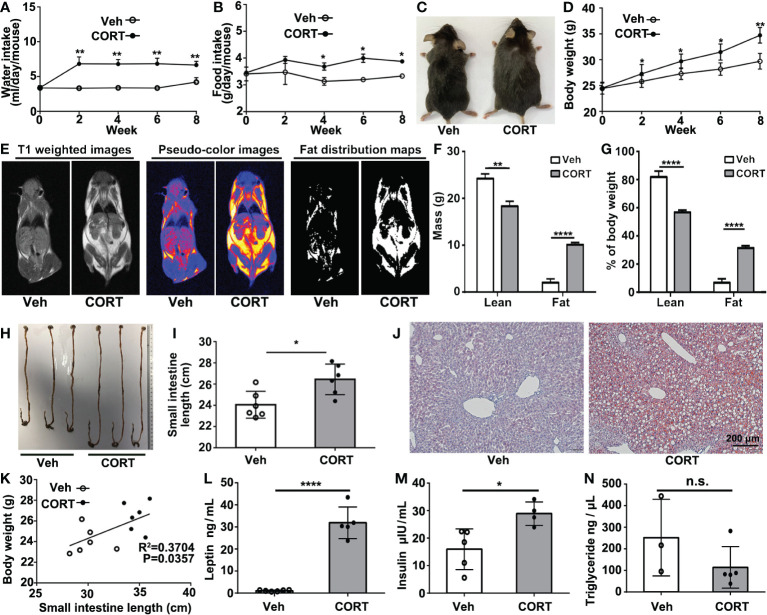
CORT induced obese phenotype, increased intestinal length, hepatic steatosis and changes in serum. **(A)** Water consumption and **(B)** food consumption of mice injected with CORT or Vehicle. **(C)** Representative images comparing the body size of a CORT-treated mouse with a vehicle-control mouse. **(D)** Body weight curves of mice treated with CORT or vehicle for 8 weeks. **(E)** Representative MRI images for body composition analysis. **(F)** Evaluation of fat mass. **(G)** Evaluation of fat percentage. **(H)** The representative images of the intestines of the mice treated with CORT or vehicle. **(I)** Quantification of the length of the small intestines from the mice treated with CORT or vehicle. **(J)** Representative images of Oil red O staining of the liver sections. **(K)** Correlation analysis between body weight and small intestine length. **(L)** Detection of the concentrations of serum leptin, **(M)** insulin and **(N)** triglyceride for the two groups of mice. Data are expressed as mean ± SEM, *p < 0.05, **p < 0.01, ****p < 0.0001. Veh: vehicle-treated group; CORT, corticosterone-treated group; n.s., not significant.

### 2.2 CORT-treated mice showed increased cell proliferation and decreased apoptosis of small intestines

The tiny finger-like intestinal villi in the small intestines, projecting into the intestinal cavity, greatly increase the intestinal surface area for nutrients absorption. Several studies implied that the increase in villi length might contribute to increased nutrient absorption, weight gain and fat accumulation (7–9). In the present study, CORT-treated mice showed longer intestinal villi (605.10 ± 26.89 μm, n=12) than that in the control mice (444.80 ± 11.24 μm, n=14) (**Figures 2A, B**). The length of intestinal villus is determined by the balance between the rates of proliferation and death of intestinal cells, so we then evaluated cell proliferation and apoptosis in intestinal villi. EdU (ethynyl-2’-deoxyuridine), which could incorporate into newly synthesized DNA of dividing cells during the S phase (11), was administered by intraperitoneal injection to quantify intestinal cell proliferation and migration as previously described (12). In CORT-treated mice, small intestines showed remarkable increase in EdU progression (**Figures 2C, D**) and deeper crypt depth (**Figures 2E, F**; labeled with Ki67 and measured as the distance from the crypt mouth to the crypt base), indicating an increased proliferation rate. Furthermore, CORT-treated mice showed fewer TUNEL-positive (**Figures 2G, H**) or Cleaved Caspase 3 (CC3)-positive cells (**Figures 2I, J**) at the villus tip, indicating delayed shedding at the tip and decreased intestinal cell death by apoptosis. This result indicated that CORT-treatment regulated intestinal cell proliferation and survival.

**Figure 2:**
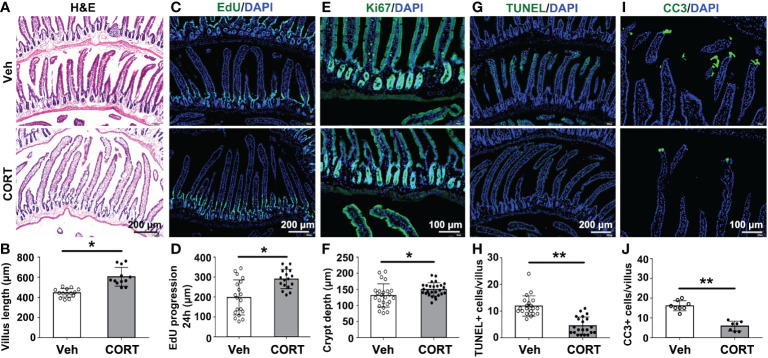
CORT increased intestinal villus length by breaking the balance between proliferation and death of intestinal cells. **(A)** Hematoxylin and eosin (H&E)-staining for duodenum sections. **(B)** Quantitative analysis of villi length for duodenum from Vehicle- or CORT-treated mice. **(C)** Immunofluorescence staining of EdU for the duodenum sections from Vehicle- or CORT-treated mice. **(D)** Quantification of the progression of EdU-labelled cells along the duodenum villi from Vehicle- or CORT-treated mice. **(E)** Immunofluorescence staining of Ki67 for the duodenum sections from Vehicle- or CORT-treated mice. **(F)** Quantification of the duodenal crypt depth indicated by Ki67-staining from Vehicle- or CORT-treated mice. **(G)** Immunofluorescence staining of TUNEL for the duodenum sections from Vehicle- or CORT-treated mice. **(H)** Quantification of TUNEL-positive cells of duodenal crypt from Vehicle- or CORT-treated mice. **(I)** Immunofluorescence staining of CC3 for the duodenum sections from Vehicle- or CORT-treated mice. **(J)** Quantification of CC3-positive cells of duodenal crypt from Vehicle- or CORT-treated mice. Data are expressed as mean ± SEM, *p < 0.05; **p < 0.01. CC3: Cleaved Caspase 3. Veh: vehicle-treated group; CORT: corticosterone-treated group.

### 2.3 Identification of differentially expressed genes in response to the CORT treatment in small intestines

To determine the transcriptional changes in the small intestines after CORT administration, we profiled the transcriptomics of small intestines by RNA-seq. 

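RNA of the duodenum (50 mg of tissue per sample) was analysed in 3 samples from CORT-treated and 3 samples from vehicle-treated (Veh) mice, each with its own library. The mice were 8 weeks old at the start and received CORT at 40 mg/kg, or vehicle at 23.07 mL/kg, by subcutaneous injection every day for 8 weeks. CORT is the main glucocorticoid of rodents. The authors trimmed the reads with SeqPrep and Sickle, aligned them with HISAT2 and quantified transcripts with RSEM. The deposited values are TPM, relative transcript abundances that scale every library to nearly the same total, so the number of reads behind a value is unknown and no counting error can be given. The table lists 55416 genes, whose TPM values sum to between 993160 and 997319 per library, and between 19466 and 20446 genes are above 0 in each library. Expression was compared as log2(TPM + 1), a scale that understates the change of low genes. The 13607 genes with a mean of at least 1 TPM in either group were tested with limma, which shares information on the spread between replicates across genes, and p-values were adjusted by the Benjamini-Hochberg method. The authors identified DEGs with DESeq2, which starts from read counts rather than TPM. For a single gene, an exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1.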

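In the PCA of the log2(TPM + 1) values, centred and not scaled, PC1 held 46.4% of the variance and PC2 17.8%. The 3 CORT libraries had PC1 scores between 31.3 and 36.9. Veh2 and Veh3 had PC1 scores of -53.6 and -42.5, while Veh1 had a score of -6.49 and lay apart from the other Veh libraries, with a PC2 score of 41.1. Every CORT library thus lay above every Veh library on PC1, and the spread among Veh libraries was larger than among CORT libraries. With each gene scaled to unit variance the groups stayed apart, but the CORT libraries were the more spread. Their scores then ran from 14.7 to 119, and those of the Veh libraries from -61.0 to -51.9. Transcripts of 34 pancreatic acinar genes made up 5.10% of TPM in Veh2 and 4.36% in Veh3, against 0.252% in Veh1 and between 0.274% and 0.422% in the CORT libraries. Without Reg1, which the intestine also expresses, the share was 4.76% in Veh2, 3.89% in Veh3, 0.0624% in Veh1 and between 0.0585% and 0.0849% in the CORT libraries. With the acinar genes removed, PC1 held 39.7% of the variance and the score of Veh1 was -22.4. The share of PC1 moved most, to 37.2%, with each gene scaled to unit variance, and it was 55.3% without Veh1.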

The PCA (principal-component analysis) is shown in **Figure 3A**. After identifying the DEGs (genes with > 1.5-fold change in expression, p < 0.05), we found that there were 1155 genes with significant differences between the two groups (**Figure 3B**). 

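Of the genes tested in the intestine, 292 had an adjusted p of 0.05 or less in limma and a fold change over 1.5. Every gene past the limit on adjusted p also exceeded the fold change. The 3 CORT values did not overlap the 3 Veh values for any of the 292 genes, and this held for 26.4% of all tested genes, where chance gives 10%. Of the other settings, unadjusted p-values under 0.05 gave the highest number, 1395 genes, and the fit with no filter gave the lowest. Without a filter on low values, 24876 genes were tested and 52 passed, of which 50 were among the 292. Without Veh3 there were 66 genes, and without Veh1 there were 237. The paper's supplementary list of intestine DEGs holds 1155 genes, and 280 of the 292 genes are on it, all in the same direction. Fkbp5 (ENSMUSG00000024222), a gene induced by glucocorticoids, was at 304 ± 66.7 TPM (SD, n = 3) in the CORT-treated group and 15.3 ± 7.41 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 4.30 (standard error 0.34, limma adjusted p = 0.00450). Tsc22d3, another such gene, had a log2 fold change of 2.01 (standard error 0.25, limma adjusted p = 0.0185). The call of Tsc22d3 held in 3 of the 6 fits that each left out a library, and that of Fkbp5 in all 6.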

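By direction, 167 genes were higher and 125 were lower in the CORT-treated intestines. The 3 genes in each direction with the smallest adjusted p, among those whose groups did not overlap, were as follows. Gm37375 (ENSMUSG00000102683) was listed at 0 in all 3 Veh libraries and at 17.6, 16.6 and 21.0 TPM in the CORT libraries. Lcn2 (ENSMUSG00000026822) was at 61.0 ± 12.7 TPM (SD, n = 3) in the CORT-treated group and 2.06 ± 0.818 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 4.36 (standard error 0.25, limma adjusted p = 0.00309). Nrg4 (ENSMUSG00000032311) had a log2 fold change of 2.00 (standard error 0.13, limma adjusted p = 0.00311). Of the lower genes, Apol10a (ENSMUSG00000050982), a member of a family of similar genes between which reads can be split, fell by 3.32 on the log2 scale (limma adjusted p = 0.00311). Cyp2c55 (ENSMUSG00000025002), also a member of a large family, fell by 2.83 and Eepd1 (ENSMUSG00000036611) by 1.64 (limma adjusted p = 0.00311 and 0.00450). These 6 genes kept their call in each of the 6 fits that left out a library. After removal of the acinar genes, the numbers were 167 higher and 174 lower.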

Of the 1155 DEGs, 628 genes were up-regulated and 527 genes were down-regulated (**Figure 3C**). We further examined the functional roles of these genes. By KEGG analysis, 33 DEGs in the category of “Cell growth and death” were identified (**Figure 3D**). Enrichment analysis showed that the 33 DEGs were enriched in the pathways of Cell cycle, Apoptosis and Pathway in cancer (**Figure 3E**). 

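Of the 33 genes drawn in Fig. 3F, 32 reached the limit on expression and were tested, and Adcy1 did not. In these libraries 21 of the tested genes were higher and 11 were lower in the CORT-treated group, with log2 fold changes between -1.11 and 1.98. The numbers of higher and lower genes, though not the sizes of the changes, were the same in the other fits except that with no filter on low values, where Adcy1 was tested too and 22 genes were higher. The CORT and Veh values did not overlap for 30 of the 32 genes, and the exceptions were E2f2 and Xiap. The study chose this list on the same libraries, so the 10% that chance gives for a gene chosen otherwise is no baseline for it. Over all genes tested, 6 of the 32 passed both thresholds in limma, 4 of them higher (Gclc, Gadd45b, Glul and Wee1) and 2 lower. Adjusted over the list alone, 25 genes passed, which for the same reason is not independent evidence. For 7 genes the fold change on the log2(TPM + 1) scale was not over 1.5. No gene of the list passed without Veh3, without CORT2 or without CORT3, while 25 had an unadjusted p under 0.05 with all 6 libraries, and 9 passed once the acinar genes were removed.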

The heatmap indicated that of the 33 genes, 11 genes were up-regulated and 22 genes were down-regulated in CORT-treated group. 

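Glul (ENSMUSG00000026473) was at 60.0 ± 10.8 TPM (SD, n = 3) in the CORT-treated group and 24.3 ± 4.63 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 1.27 (standard error 0.19, limma adjusted p = 0.0272). Wee1 (ENSMUSG00000031016) was at 14.0 ± 0.949 TPM (SD, n = 3) in the CORT-treated group and 7.27 ± 0.174 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 0.86 (standard error 0.12, limma adjusted p = 0.0215). Xiap (ENSMUSG00000025860) was at 18.7 ± 5.10 TPM (SD, n = 3) in the CORT-treated group and 12.9 ± 0.941 TPM (SD, n = 3) in the vehicle-treated group, and its difference did not pass the threshold, with a log2 fold change of 0.47 (standard error 0.20, limma adjusted p = 0.264). CORT1 held 13.7 TPM of Xiap, below the 14.0 TPM of Veh3, so the groups overlapped. Casp1 (ENSMUSG00000025888) was at 40.0 ± 9.63 TPM (SD, n = 3) in the CORT-treated group and 71.5 ± 12.8 TPM (SD, n = 3) in the vehicle-treated group. All 3 CORT values of Casp1 lay below all 3 Veh values, but it did not pass over all genes, with a log2 fold change of -0.83 (standard error 0.22, limma adjusted p = 0.111). With each library left out in turn, the log2 fold change stayed from 1.13 to 1.41 for Glul, from 0.82 to 0.91 for Wee1, from 0.29 to 0.67 for Xiap and from -0.98 to -0.62 for Casp1. In these fits, with 5 libraries each, Glul passed in 0 of 6 and Wee1 in 2 of 6, although with all 6 libraries the unadjusted p was under 0.05 for both.

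**Figure D1:**
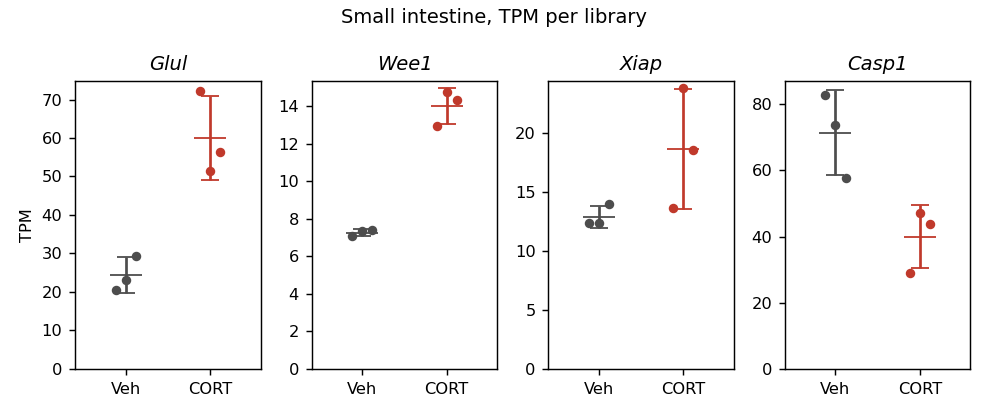
TPM of Glul, Wee1, Xiap and Casp1 in each intestine library, with points for the 3 Veh and 3 CORT libraries, a horizontal mark for the mean and bars for the SD. The groups are apart for Glul, Wee1 and Casp1 and overlap for Xiap.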

We identified 5 genes (*Glul*, *Wee1*, *Xiap*, *Casp1* and *Casp7*) (**Figure 3F**), which were reported to mediate apoptosis resistance and cell proliferation (13–22). This result suggested that CORT-induced increased intestinal length might be due to activation of signaling pathways associated with cell proliferation and apoptosis resistance.

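Lists of genes fixed before the data were examined were tested on the same libraries with limma's camera, with a preset correlation of 0.01 between genes and adjustment over 13 lists in both tissues. The median log2 fold change of 21 pro-apoptotic genes was -0.16 (camera adjusted p = 0.0633), and 15 of the 21 were lower in the CORT-treated group. For 8 anti-apoptotic genes, all 8 higher, it was 0.22 (camera adjusted p = 0.0496). No anti-apoptotic gene passed on its own, over all genes tested or adjusted over the list alone, and 0 passed at an unadjusted p under 0.05 with the same fold change. For 23 DNA replication genes the median was -0.35 (camera adjusted p = 2.76e-05), and 20 of the 23 were lower. Of these, Uhrf1 passed over all genes, and 6 passed adjusted over the list alone. For 24 mitosis genes it was 0.029 (camera adjusted p = 0.610), and for 12 intestinal stem cell genes -0.044 (camera adjusted p = 0.784). In the 19 absorptive enterocyte genes it was 0.47 (camera adjusted p = 0.00787), where Apob passed over all genes and 7 genes passed adjusted over the list alone, 6 of them higher. Under limma's fry, the call of the DNA replication genes held (adjusted p = 0.0183) and those of the anti-apoptotic and enterocyte genes did not. With a correlation estimated from the data, none of these calls held. The paper describes genes that include Glul, Wee1, Xiap and Casp1 as genes of apoptosis resistance and cell proliferation. From their changes it proposes that activated pathways of these kinds might underlie the longer intestines of CORT-treated mice. Its evidence on the cells themselves is separate. It comes from EdU, Ki67, TUNEL and CC3 staining of the duodenum, which was not analysed here.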

**Figure 3:**
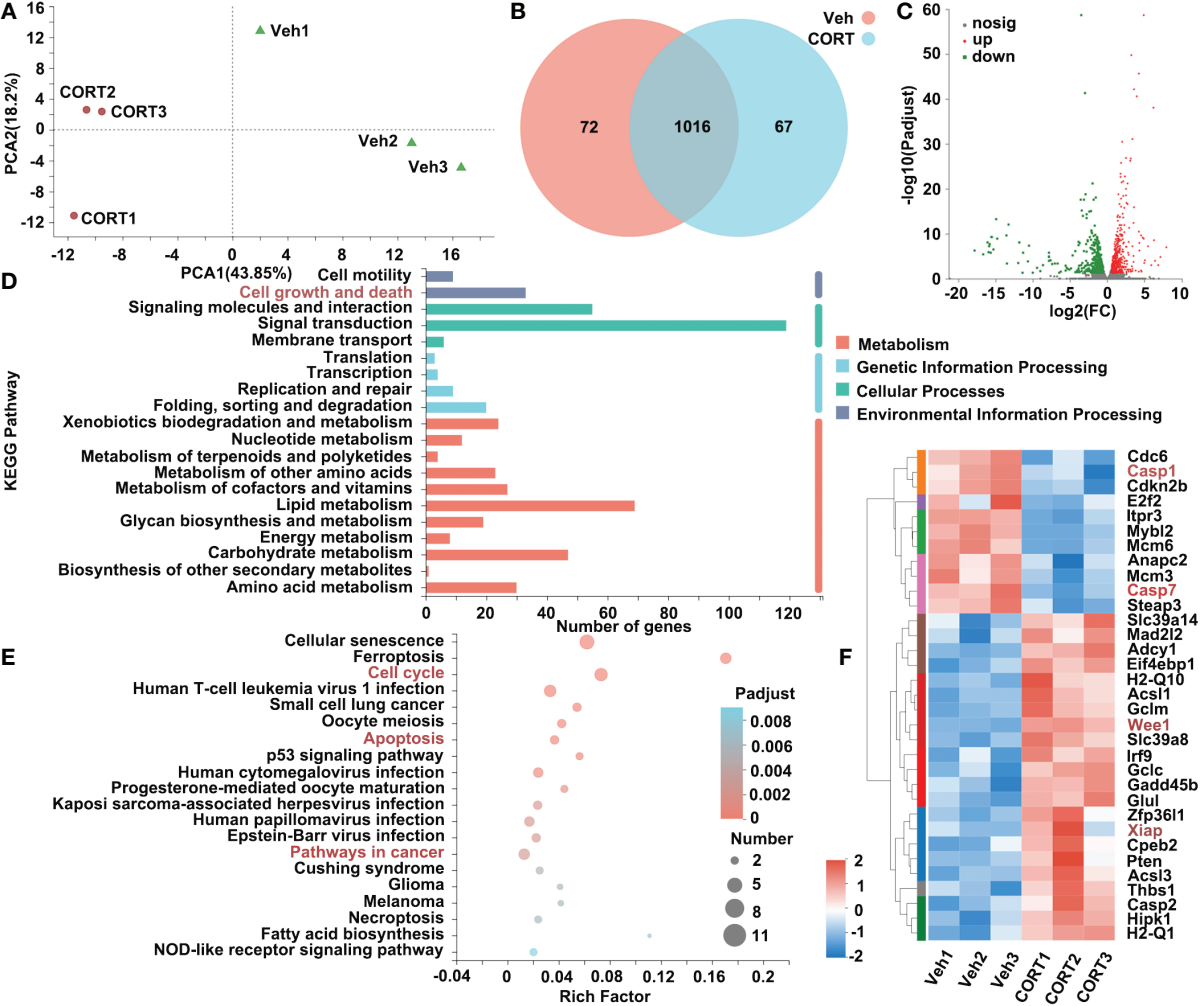
Identification of genes that were differentially expressed in intestines in response to CORT treatment. **(A)** Principal component analysis of the transcriptome of the intestine samples collected from the mice administrated with CORT or Vehicle. **(B)** Venn diagram displaying the distribution of DEGs (genes with > 1.5-fold change in expression) for the intestine samples of the two groups. If the TPM value of the gene was lower than 1, the gene was considered to be not expressed in the intestines of the group. **(C)** Volcano plots of the DEGs for intestines of the 2 groups. The up-regulated genes are presented by red dots, and the down-regulated genes are presented by green dots. **(D)** The functional classification of DEGs for intestines of the 2 groups based on first-category KEGG pathway analysis. **(E)** The functional classification of DEGs for intestines of the 2 groups based on second-category KEGG pathway analysis. **(F)** Heatmap of DEGs for intestines of the 2 groups in the category of “cell growth and death”. Veh: vehicle-treated group; CORT: corticosterone-treated group.

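With a mean of at least 1 TPM taken as expressed, 12489 genes of the intestine table were expressed in both groups, 577 only in the CORT-treated group and 541 only in the vehicle-treated group. Among the 292 DEGs of the intestine, 261 were expressed in both groups, 22 only in the CORT-treated group and 9 only in the vehicle-treated group. At a limit of 0.5 TPM the numbers of DEGs expressed in 1 group only were 13 for CORT and 7 for Veh.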

### 2.4 Identification of DEGs in response to the CORT treatment in liver

To better understand the impact of CORT, we also investigated the effects of CORT on the liver, the key organ for metabolism. 

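Liver samples (50 mg of tissue each) came from CORT-treated and vehicle-treated mice of the same 8-week experiment, 3 per group and each with its own library. They were processed by the authors in the same way, and the deposited values are again TPM. The sums over the 55416 listed genes were between 996218 and 996427 in the Veh libraries and between 983327 and 988077 in the CORT libraries, and 17897 to 18891 genes were above 0. As in the intestine, sequencing depth cannot be read from TPM. The 11699 genes with a mean of at least 1 TPM in either liver group were tested alone, apart from the intestine libraries. The median log2 fold change of all tested liver genes was 0.078. When each library was divided by the median of its ratios to the average library, a setting chosen after seeing the data, this median was -0.003.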

After CORT treatment, the profile of transcriptomics changed dramatically. 

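In the liver, PC1 held 44.9% of the variance and PC2 19.5%. The 3 CORT libraries had PC1 scores from 30.5 to 38.4 and the 3 Veh libraries from -37.7 to -31.8, so the distance between the groups was larger than the spread within either. Along PC2, Veh2 (-38.8) and CORT3 (-22.3) were on 1 side and the other libraries between 9.27 and 20.4. Without Veh2 the share of PC1 was 51.9%, and with each gene scaled to unit variance it was 38.6%.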

The PCA of RNA-seq is shown in **Figure 4A**. After identifying the DEGs (genes with > 1.5-fold change in expression, p < 0.05), we found that there were 2051 genes with significant differences between the CORT-treated and the control groups (**Figure 4B**). 

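In the liver, 810 genes passed both thresholds in limma, and 833 passed the limit on adjusted p alone. The CORT and Veh values did not overlap for any of the 810, nor for 32.2% of all tested genes, against 10% by chance. Unadjusted p-values under 0.05 with the same fold change gave 1808 genes, and the fit without a filter on low values gave 283. Without CORT1 there were 247 genes, and without Veh2 there were 831, of which 584 were among the 810. Fkbp5 (ENSMUSG00000024222) was at 248 ± 26.1 TPM (SD, n = 3) in the CORT-treated group and 13.1 ± 6.20 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 4.23 (standard error 0.32, limma adjusted p = 0.00178). Tsc22d3 was higher in every CORT than in every Veh library but did not pass, with a log2 fold change of 1.92 (standard error 0.49, limma adjusted p = 0.0623), and it passed in 1 of the 6 fits that left out a library.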

We further examined the functional roles of the 2051 genes. Of the 2051 DEGs, 1132 genes were up-regulated and 919 genes were down-regulated (**Figure 4C**). Among these genes, more than 220 genes are classified into Signal transduction (**Figure 4D**). 

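Of the 810 genes, 575 were higher and 235 were lower in the CORT-treated livers. Under the median-ratio scaling, chosen after seeing the data, 1011 genes passed, 543 higher and 468 lower, so the split between directions depends on how the libraries are scaled. Cdkn1a (ENSMUSG00000023067) was at 125 ± 24.9 TPM (SD, n = 3) in the CORT-treated group and 1.44 ± 0.695 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 5.72 (standard error 0.26, limma adjusted p = 5.18e-04). Kcnmb2 (ENSMUSG00000037610) was listed at 0 in Veh1 and Veh2 and at 0.06 TPM in Veh3, and at 39.7, 22.0 and 45.1 TPM in the CORT libraries. Gm10032 (ENSMUSG00000057913) was at 0.08, 0.12 and 0.1 TPM in the Veh libraries and at 6.57, 5.66 and 6.47 TPM in the CORT libraries. Among the lower genes, ENSMUSG00002075130, for which the table gives no symbol, was listed at 0 in all 3 CORT libraries and at 11.2, 11.4 and 11.5 TPM in the Veh libraries. Msmo1 (ENSMUSG00000031604) fell by 1.76 and Gm48633 (ENSMUSG00000112006) by 1.73 on the log2 scale (limma adjusted p = 0.00178 and 0.00197). All 6 kept their call whichever library was left out.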

Gene enrichment analysis showed signal transduction pathways (including MAPK, Rap1, PI3K-Akt and Ras signaling pathways) significantly changed in the liver when treated with CORT (**Figure 4E**). As shown in **Figure 4F**, 35 genes belonging to these pathways were significantly changed. 

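All 35 genes drawn in Fig. 4F were tested, with 28 higher and 7 lower in the CORT-treated livers and log2 fold changes between -1.13 and 5.72. The numbers of higher and lower genes, though not the sizes of the changes, were the same in every other fit that was run. Over all genes tested, 17 of the 35 passed both thresholds in limma, of which 16 were higher and Prkd3 was lower. Adjusted over the list alone 30 passed, and the groups did not overlap for 34 of the 35 genes (chance gives 10% of genes chosen otherwise), with Map3k4 as the exception. The study chose the list on the same libraries, so neither count is independent evidence. The fold change on the log2(TPM + 1) scale was not over 1.5 for 5 genes, among them Ghr (log2 fold change -0.37) and Map3k4 (-0.23). Hspa1a and Hspa1b, near-identical copies between which reads can be split, had log2 fold changes of 2.87 and 2.85 but did not pass (limma adjusted p = 0.170 and 0.169). Leaving out each library in turn gave between 6 genes (without CORT1) and 19 genes (without Veh2).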

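Fgf1 (ENSMUSG00000036585) was at 78.8 ± 12.0 TPM (SD, n = 3) in the CORT-treated group and 21.8 ± 1.45 TPM (SD, n = 3) in the vehicle-treated group of livers, a log2 fold change of 1.80 (standard error 0.14, limma adjusted p = 0.00197). Its log2 fold change stayed from 1.68 to 1.87 with each library left out, and it passed in all 6 of these fits. Fgf21 (ENSMUSG00000030827) was at 26.7, 50.3 and 6.58 TPM in the CORT libraries and at 0.62, 3.49 and 0.34 TPM in the Veh libraries. The lowest CORT value was above the highest Veh value, and the test gave a log2 fold change of 3.37 (standard error 0.74, limma adjusted p = 0.0434). The spread of Fgf21 was wide, its log2 fold change ran from 2.76 to 4.14 with each library left out, and it passed in 2 of the 6 fits.

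**Figure D2:**
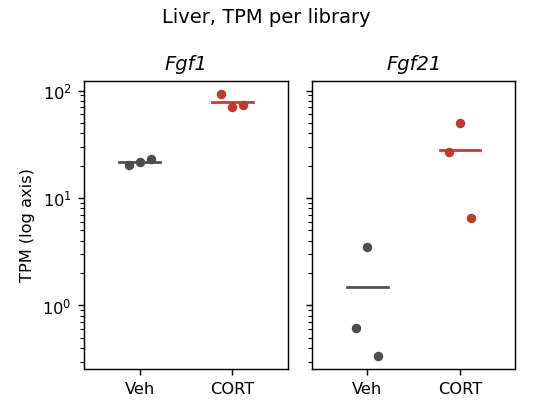
TPM of Fgf1 and Fgf21 in each liver library on a log axis, with points for the 3 Veh and 3 CORT libraries and a horizontal mark for the mean. Every CORT point lies above every Veh point for both genes.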

Importantly, both fibroblast growth factor 1 (*Fgf1*) and *fibroblast growth factor 21* (*Ffg21*), which could trigger these pathways, were increased after CORT treatment (**Figure 4F**). The increased expression levels of *Fgf1* and *Ffg21* in mice livers were also confirmed by quantitative real-time PCR (qPCR) (**Figure S1A**). This result indicated that the CORT-induced increased intestinal length and nutrients absorptive capability might be mediated by FGF signaling network, which functions to regulate cell growth and maintain the function and morphology of gastrointestinal tract.

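The paper starts from the higher Fgf1 and Fgf21 in CORT-treated livers, which it reports by RNA-seq and by qPCR. It adds the role it gives to FGF signaling in the growth and function of the gastrointestinal tract. On this basis it proposes that the FGF signaling network might mediate the longer intestines and the absorption of nutrients. In the RNA-seq libraries used here this rests on 3 CORT-treated and 3 vehicle-treated livers, where an exact permutation test of either gene gives p = 0.1, the smallest that 3 against 3 allow.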

**Figure 4:**
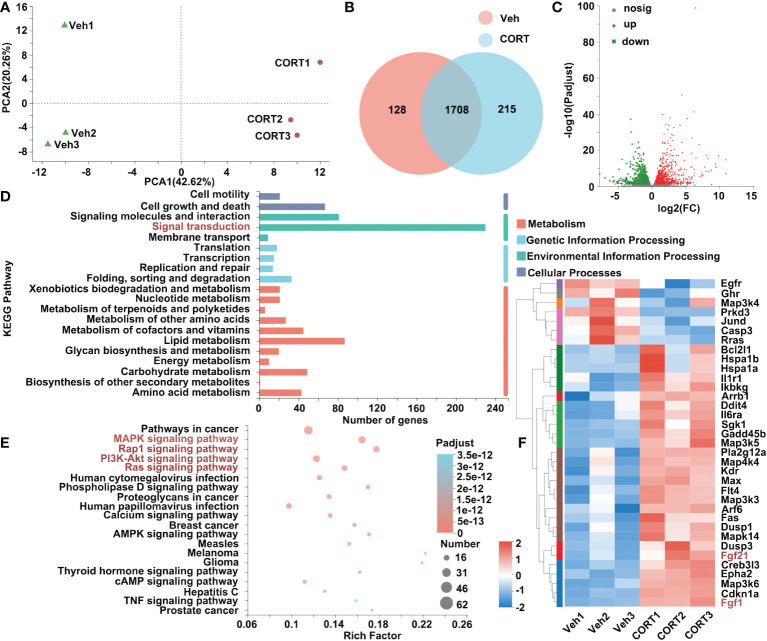
Identification of genes that were differentially expressed in livers in response to CORT treatment. **(A)** Principal component analysis of the transcriptome of the liver samples collected from the mice administrated with CORT or Vehicle. **(B)** Venn diagram displaying the distribution of DEGs (genes with > 1.5-fold change in expression) for the liver samples of the two groups. If the TPM value of the gene was lower than 1, the gene was considered to be not expressed in the livers of the group. **(C)** Volcano plots of the DEGs for the liver samples of the two groups. The up-regulated genes are presented by red dots, and the down-regulated genes are presented by green dots. **(D)** The functional classification of DEGs for livers of the 2 groups based on first-category KEGG pathway analysis. **(E)** The functional classification of DEGs for livers of the 2 groups based on second-category KEGG pathway analysis. **(F)** Heatmap of DEGs commonly expressed in the 4 pathways (labeled in red, 4E) for livers of the 2 groups in the category of “signal transduction”. Veh: vehicle-treated group; CORT: corticosterone-treated group.

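In the liver table, 10515 genes had a mean of at least 1 TPM in both groups, 690 only in the CORT-treated group and 494 only in the vehicle-treated group. Of the 810 DEGs, 700 were expressed in both groups, 82 only in the CORT-treated group and 28 only in the vehicle-treated group. A limit of 0.5 TPM gave 49 DEGs for CORT only and 12 for Veh only.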

## 3 Discussion

The present study showed: (1) CORT treatment led to longer small intestines, which was then proved to be positively correlated to weight gain; (2) The CORT-treated mice displayed longer intestinal villi with enhanced proliferation and reduced apoptosis of intestinal cells; (3) RNA-seq analysis of the small intestines and the livers, indicating possible signaling pathways involved in the CORT-induced obesity.

Obesity is likely to be caused by calorie surpluses, in which energy intake initially exceeds energy expenditure (10). Accumulated evidence suggests that the increase of GCs plays an important role in the development of obesity (2). CORT-treated mice became obese, even when the food intake was restricted to the same amount as consumed by the control mice (6). This prompted us to raise a question whether CORT-treatment could cause higher absorptive capacity and improved nutrient absorption, thus leading to obesity or fat accumulation. In the present study, the CORT-treated mice exhibited obese phenotype (**Figures 1C–G**), longer small intestines (**Figures 1H, I**) and elongated intestinal villi (**Figures 2A, B**), which are reported to contribute greatly to the enormous absorptive surface area (7–9). Indeed, the unique features for the small intestines, such as circular folds and villi, can increase the absorptive surface area of the small intestine more than 600-fold, thus leading to more efficient nutrient absorption and obesity. In this study, male but not female mice were used as the experimental subjects. Inclusion of female mice in the scientific study is a controversial issue due to the fact that female mice go through an estrous cycle, during which their hormone concentrations change in a 4-to-5 day schedule (23). And most of the scientists argued that the response of female mice might vary too much to be used in the experiments if they are at different time points of their estrous cycle. Actually, accumulated evidence suggested that sex hormones could affect metabolism and distribution of adipose tissues and even obesity (24). Therefore, female mice were not included in the present study due to the reason that sex hormone might become a key variable and add undesirable noise for data collection and analysis.

The positive relationship between body weight and the intestinal length (**Figure 1K**) indicated that obesity might be attributed to CORT-induced intestinal cell proliferation and enormous absorptive surface area. However, we could not exclude the possibility that CORT-induced the central nervous system (CNS)-mediated hyperphagia might also cause obesity. Indeed, the feeding behavior is regulated by CNS to integrate peripheral hunger and satiety signals, subsequently regulating the energy balance and weight status. Feeding behavior is often distinguished by the separation of homeostatic and hedonic processes. Even in the presence of sufficient energy storage, the hedonic drive may override homeostatic control by enhancing the desire to consume delicious meals. Key CNS regions involved in the hedonic pathway include dopaminergic reward centers (nucleus accumbens, amygdala, ventral tegmental area) and the prefrontal impulsivity-control networks (25). In the central nucleus of the amygdala, long-term GC treatment stimulates the production of corticotropin-releasing factor (CRF). CRF enables the recruitment of a chronic stress network, which alters the normal output of autonomic, neuroendocrine and behavioral systems, leading to an increased HPA axis activity. Increased activation of this system leads to an increase in the consumption of high-energy foods (26), which in turn causes increased adipose tissue storage and even metabolism-associated disorders.

Consistent with the well-established role of CORT as a crucial regulator for glucose metabolism-associated hormones, such as leptin and insulin (27–29), the present study exposed that chronic CORT-treated mice showed remarkably increased levels for serum leptin and insulin (**Figures 1L, M**). This result is consistent with a previous study, which reported the elevated plasma leptin and insulin in chronic CORT-treated mice (30). In clinical studies: Newcomer et al. reported that short-term GCs treatment increased the plasma leptin concentration in a dose- and time-dependent manner (31); Plasma leptin levels in patients with Cushing’s syndrome were significantly higher than those in nonobese healthy participants and obese subjects without any metabolic or endocrine illnesses, indicating the role of GCs as a key regulator for leptin synthesis and secretion (32). The controversy remains about how GCs affect leptin secretion. One clinical study indicates that chronic exposure to endogenous GCs leads to insulin resistance, and GCs-induced hyperinsulinemia may act as a mediator of the steroid-induced elevation in leptin levels (33). However, a number of scientists suggest that the steroid-induced rise in leptin levels are not fully dependent on the hyperinsulinemia caused by GCs. According to the study from Veldman et al., patients with Cushing’s disease produced about twice as much leptin in an amplitude-specific manner, and this increased leptin concentration cannot be attributed to insulin production, indicating a cortisol-dependent change in adipose leptin secretion (34). Indeed, *in vitro* studies conducted on rodent adipocytes have demonstrated that GCs increased the mRNA level and secretion of leptin. These effects seem to be mediated by the direct transcriptional actions of GCs on glucocorticoid responsive elements (GRE) present in the leptin promoter (35).

Intestinal surface expansion depends on division of intestinal stem cells in the intestinal crypts and apoptosis of intestinal epithelial cell. Then we asked whether GCs could affect the proliferation or apoptosis of intestinal cells to enlarge intestinal surface area. The present study showed that CORT treatment enhanced the proliferation (**Figures 2C–F**) and inhibited the apoptosis of intestinal cells (**Figures 2G–J**). RNA-seq analysis showed that CORT up-regulated the expression of proliferation-related genes (such as Glul, Wee1 and Xiap) and down-regulated the expression of apoptosis-related genes (such as Casp1 and Casp7) (**Figure 3F**).

Glutamine plays a crucial role in maintaining a balance between proliferation and apoptosis of intestinal cells for normal functions (13). The expression level of glutamate-ammonia ligase (Glul, a gene of glutamine synthetase) was significantly up-regulated in CORT-treated small intestines, which is consistent with the previous studies which suggested that CORT could induce Glul expression in leukemia cells (14) and also in normal tissues (15). Although the function of CORT-induced Glul expression remained unclear, a previous study reported that inhibition of Glul decreased the proliferation of intestinal epithelial cells *in vitro* (16). Therefore, we speculated that CORT-induced Glul expression in mice small intestines might partly contribute to intestinal proliferation. High expression of Wee1 is positively corelated with cell proliferation and malignancy (17); and Wee1 inhibition could suppress gastrointestinal stromal tumor cell proliferation, and induce apoptosis and cell cycle arrest (18). Caspase family are essential for the initiation and execution of apoptosis (20). In murine model of intestinal ischemia-reperfusion (ICR) injury, the expression levels of Casp1 and Casp7 were significantly increased, while reducing Casp1 and Casp7 suppressed ICR-induced intestinal epithelial cell apoptosis (21, 22). Xiap showed its apoptosis resistance effect by repressing Casp7 using both an active site-directed mechanism and non-competitive mechanism (19).

All the blood leaving the stomach and intestines passes through the liver, which is a critical hub for numerous physiological processes, including macronutrient metabolism, lipid and cholesterol homeostasis, and the breakdown of xenobiotic drugs. As shown in **Figure 4**, RNA-seq analysis indicated the up-regulated *Fgf1* and *Fgf21* in CORT-treated livers. FGF signaling network plays a pivotal role in maintaining the function and morphology of gastrointestinal tract, such as WNT/FGF-dependent epithelial proliferation, FGF/RAS-MARK-mediated cell growth and differentiation, and development and repair processes of the gastrointestinal tract (36, 37). Dignass et al. showed that FGF1 (also known as acidic FGF, aFGF) enhanced epithelial cell proliferation (investigated on IEC-6, Caco-2, Caco-29 cell lines) (38). Interestingly, a mutant form of FGF1, which lost mitogenic activity, was proved to be more efficient at reducing cell apoptosis in the gut epithelium of rats following ICR injury (39). In addition, FGF1-treatment could attenuate ICR injury-induced excessive apoptosis in intestinal epithelium by promoting the proliferation of intestinal crypt cells (40, 41). Although the role of up-regulated *Fgf21* in CORT-treated livers is largely unknown, several studies suggested that FGF21 might play a crucial role in maintaining the functions and morphology of intestines. Although FGF21 is primarily produced in the liver, a previous study reported a novel role of FGF21 as a hormonal factor contributing to neonatal intestinal function (42): the *Fgf21*-knockout (KO) pups fed with *Fgf21*-KO milk (lack of FGF21) showed a mild decreased body weight, whereas *Fgf21*-KO pups fed with WT milk (containing FGF21) showed up-regulated intestinal peptides, digestive enzymes, lactase enzymatic activity and normalized galactose levels and body weight. In addition, Sodium butyrate-treated mice showed increased proliferation of intestinal crypt cells, increased length of intestines and increased level of FGF21 in the liver, which might indicate the role of FGF21 in regulating intestinal cell proliferation (43). Further study should be carried out to explore the role of FGF21 in regulating intestinal function and morphology.

Obesity is a documented side effect of long-term GCs exposure, and GCs exert their physiological and pharmacological effect by binding to the nuclear receptor-glucocorticoid receptor (GR). A growing body of evidence suggests that GR responses to GCs to function as a regulator for adipose metabolism, including adipogenesis and lipolysis (44–46). Point-mutation (47) and polymorphisms (48–50) in GR gene are reported to be associated with obesity. We noticed the CORT-treated mice showed obesity and significantly decreased expression level of *Nr3c1*, a gene encodes GR, in the livers (**Figure S1B**). Consistent with the present study, a previous study reported that mice administered with CORT (4 weeks, drinking CORT in water) showed increased body weight and food intake, but decreased expression level for *Nr3c1* in hypothalamus (51). According to clinical studies, long-term GC therapy usually causes the repression of *Nr3c1* gene expression, which in turn causes a reduction in GC sensitivity and subsequently the development of acquired GC resistance (52). However, the precise factor controlling this process remains elusive. Indeed, the mechanisms for controlling *Nr3c1* expression and translation are intricate and tightly regulated in tissues. Up to 13 variants have been identified in the untranslated exon 1 of human *Nr3c1*, functioning to regulate the transcription, the translation and the stability of mRNAs (53). In the present study, long-term CORT exposure-induced *Nr3c1* down-regulation might be mediated by a negative feedback loop: one of the key factors affecting how cells respond to GCs is the GR expression level (54). Through a mechanism known as homologous down-regulation, GCs induce a decrease in GR levels in the majority of cells (55). As a result, the range of cellular responsiveness to GCs is constrained by this ligand-induced, receptor-mediated process. However, we could not exclude the possibility that alterations in GR expression/activation in brain or other tissues might also contribute to chronic CORT exposure-induced obesity. Further studies by genetic manipulation of GR expression in the interested organs of experimental animals might help to uncover the role of GR in CORT-induced obesity.

Above all, chronic CORT-treatment promotes intestine proliferation and inhibits apoptosis for intestinal cells *via* multiple metabolism-associated signaling pathways, thus leading to enlarged intestine-mediated more nutrient absorption and obesity. Understanding these altered metabolism-associated pathways might provide novel therapeutic clues for GCs or stress-associated obesity.

## 4 Materials and methods

### 4.1 Housing of animals and CORT-treatment experiment

Male C57BL6/J mice (age: 8 weeks; weight: 23-25 g, n=32) purchased from Charles River Laboratories (Beijing, China) were maintained in a Specific Pathogen Free animal facility with standard conditions (room temperature: 24°C; humidity: 55%) under a 12:12 light/dark cycle. Food and water were provided ad libitum. All interventions and animal care procedures have been approved by the Animal Committee of School of Life Sciences and Technology, Tongji University, Shanghai, China.

Two groups of the weight-matched mice were injected with different solutions: either CORT or Vehicle. For drug trials, 34.7 mg corticosterone (Topscience, T0948L) was dissolved in 1ml DMSO, then 18.8 mL sterile water containing 200 μL Tween-80 was added into the solution to reach a final concentration of 1.734 mg/mL. Mice were administered with CORT (40 mg/kg) or vehicle (23.07 mL/kg) every day *via* subcutaneous (s.c.) injection for 8 weeks. Food intake (once a week), water intake (twice a week) and body weight (once a week) were recorded.

### 4.2 Body composition analysis by MRI

After 8 weeks of CORT injection, the mice were anesthetized and the body composition of mice was evaluated using a small animal *in vivo* MRI system (NM21-060H-I, Suzhou Niumag Analytical Instrument Corporation, Suzhou, China), according to the manufacturer’s instructions. Body composition was evaluated by T1-weighted images, and body fat was evaluated using the Meso NM21-060H-I sober small animal body composition analysis and imaging system (magnetic field strength, 0.5 T; Repetition Time (TR)/Echo Time (TE) = 360 ms/18.2 ms; matrix: 128 * 128; thickness: 3 mm).

### 4.3 Preparation of frozen tissue sections and histological investigation

At the end of the study, the whole-body perfusion and fixation was performed once the animal is under general anesthesia. Then the livers and intestines were isolated and transferred into 30% sucrose for dehydration. Then the completely dehydrated tissues were embedded in O.C.T. compound. Then freeze and store the embedded tissues at -80°C freezer until sectioning. The frozen tissue blocks were sectioned at 10-μm thickness using a cryostat (Lecia CM 1950), then the sections were stained for histological investigation using Hematoxylin-eosin (H&E) staining kit (Sangon Biotech, E607318-0200) and Oil Red O staining kit (Sangon Biotech, E607319-0010), following the manufacturer’s instructions. H&E image of swiss-rolled intestine was divided into 4 quadrants and 10 intact villi from each quadrant were randomly selected for measurement. Villus length was then determined as the distance from the distal edge of the crypt base to the villus apex.

### 4.4 *In vivo* proliferation assay and immunofluorescence staining

*In vivo* proliferation assay was performed as previously described elsewhere (43) with some modifications. To visualize proliferative cells, mice were intraperitoneally injected with 5 mg/kg of EdU dissolved in sterile PBS and euthanized 24 hours later. Intestinal tissues were Swiss-rolled and dehydrated. Then the frozen sections were prepared as described above. Sections for intestinal rolls were stained for EdU using the Click-iT Alexa Flour 488 Imaging Kit (Thermo Fisher Scientific, C10337). The length from crypt to the EdU-labelled cells furthest from the crypt were measured from 40 villi in the duodenums of each mouse using ImageJ software.

Immunofluorescence staining was performed as we previously described (56) with some modifications. Slides were washed twice in PBS and incubated in blocking buffer (10% donkey/goat serum in PBST) for 1 hour at room temperature (RT). Then the slides were incubated with primary antibodies diluted in incubation buffer (5% donkey/goat serum in PBST) overnight at 4°C. After washing for 3 times, the slides were then incubated with Biotin-SP AffiniPure Goat Anti-Rabbit lgG (H+L) secondary antibody (Yesen, 33103ES60, dilution 1:200) for 2 hours at RT. Slides were then washed and incubated with Alexa Fluor 488 Streptavidin (Yesen, 35103ES60, dilution 1:400) and DAPI (Yesen, 40727ES10, dilution 1:1000). After washing with DPBS, the slides were mounted with anti-fade fluorescence mounting medium (Southern Biotech, 0100-01, Birmingham, USA). Imaging was performed using Olympus IX73 microscope system. Primary antibodies used for immunofluorescence: Ki67 (rabbit, Abcam ab16667, dilution 1:200), Cleaved Caspase 3 (CC3) (rabbit, Cell Signaling Technologies 9579S, dilution 1:200). The crypt depth was determined by Ki67-labeled cells to show the depth of the invagination between 2 villi. Deeper villi crypts indicate a higher metabolism state, allowing for the renewal and proliferation of the enterocytes. Immunofluorescence staining of CC3 was used to indicate enterocyte apoptosis. The number of CC3+ cells in each villus was counted using ImageJ software.

### 4.5 TUNEL assay

Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay for detecting DNA fragments (apoptosis) was performed on frozen sections of duodenum using Click-IT TUNEL AlexaFluor647 kit (Roche, Cat. No. 11684795910), following the manufacturer’s instructions. TUNEL assay was used to indicate enterocyte apoptosis. The number of TUNEL+ cells in each villus was counted using ImageJ software.

### 4.6 Transcriptional analysis by RNA-sequencing

The liver and intestine tissues (duodenum) of experimental mice were isolated and stored at -80°C until use. Then the frozen tissues (50 mg/sample) were send for RNA-extraction and RNA-seq analysis (Majorbio Bio-pharm Technology Co.,Ltd, Shanghai, China). Briefly, total RNA was extracted from different groups with three replicates. RNA-seq transcriptome library was prepared with 1 μg of total RNA using TruSeqTM RNA sample preparation Kit from Illumina (San Diego, CA). Then the paired-end RNA-seq library was sequenced with the Illumina HiSeq xten/NovaSeq 6000 sequencer (2 × 150 bp read length). The raw paired-end reads were trimmed and quality was controlled by SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle), followed by aligning to the reference genome with orientation mode using HISAT2 software (57). The mapped reads of each sample were assembled by StringTie in a reference-based approach (58). The expression level of each transcript was calculated according to the transcripts per million reads (TPM) method. The TPM value of each DEG was shown in **supplementary files**. Transcript abundances were quantified using RSEM software tool (59). DEGs analysis was performed by DESeq2 with adjusted P value ≤ 0.05. KEGG pathway analysis were performed using KOBAS (http://kobas.cbi.pku.edu.cn/home.do).

### 4.7 mRNA extraction and qPCR

The tissues were promptly isolated, placed into TRIzol and homogenized in a homogenizer (-50°C, 65 Hz) for 60 s. The residual genomic DNA was removed by DNase I treatment. The total RNA was diluted in RNAase free water, then 1 μg of RNA was reverse transcribed to cDNA using PrimeScriptTMRT reagent kit (TAKARA). qPCR was performed using the SYBR Green Mix (Bio-Rad) in a BioRad CFX96 Thermal Cycler. Housekeeping gene beta-actin was used to normalize mRNA levels between different samples. Primer sequences are listed as follows:

*Fgf1*-forward: GAGGATCCTTCCTGATGGC
*Fgf1*-reverse: CTCATTTGGTGTCTGCGAG
*Fgf21*-forward: GTCATTCAAATCCTGGGTGTC
*Fgf21*-reverse: AAAGTGAGGCGATCCATAGAG
*Nr3c1*-forward: AGAGGACAACCTGACTTCC
*Nr3c1*-reverse: ATTCCAGGGCTTGAATATCCA
*beta-actin*-forward: GCTATGTTGCTCTAGACTTCG
*beta -actin*-reverse: GGATTCCATACCCAAGAAGG

### 4.8 Blood collection from orbital sinus and serum measurement by enzyme-linked immunosorbent assay

The experimental mice were anesthetized, and the skin around eye was pulled away to allow the eye to bulge out of the socket. Then a sterile capillary tube was penetrated into the corner of the eye socket underneath the eyeball to collect blood from orbital sinus into an Eppendorf tube. The samples were centrifuged (4°C, 3000 rpm, 15 min), then the supernatants were collected into Eppendorf tubes and stored at -80°C until use. The concentrations of leptin, insulin and triglycerides were detected by using the ELISA kits (leptin: KE10048, Proteintech; Insulin: ab277390, Abcam; Triglyceride: MAK266, Sigma-Aldrich.), according to the manufacturer’s instructions.

### 4.9 Statistical analysis

Statistical analysis was performed using GraphPad PRISM 8 (GraphPad Software, San Diego, CA, USA). Unpaired student’s t-test was used to compare the difference between two groups. Simple linear regression was used to analyze correlations. Pearson’s R2 coefficient, with confidence interval 95% and two-tailed P value were calculated to test the effectiveness of pairing. All data were expressed as the mean ± the standard error of the mean (SEM). *p < 0.05, **p < 0.01, ****p < 0.0001 were considered to be significant.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE214009.

## Ethics statement

The animal study was reviewed and approved by Animal Committee of School of Life Sciences and Technology, Tongji University, Shanghai, China.

## Author contributions

GW planned and performed molecular and animal experiments, analyzed data, produced the figures and wrote the manuscript. SL, YL, MZ and TX performed molecular experiments and collected the data. TL performed animal experiments. LC produced the figures, wrote the manuscript and provided financial support. JL designed and conceived this project, provided financial support, wrote the manuscript and approved the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Corticosterone induces obesity partly via promoting intestinal cell proliferation and survival
**Source:** Front Endocrinol (Lausanne). 2023 Jan 9;13:1052487. doi: 10.3389/fendo.2022.1052487
**Supplement:** Supplementary file 7

## Supplementary Figures

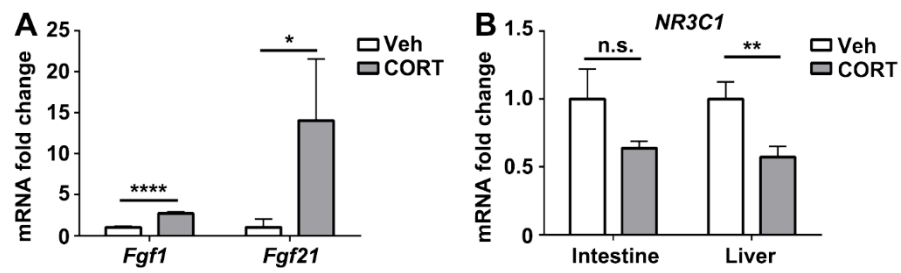

**Supplementary Figure 1. (A)** Evaluation of the mRNA expression levels for *Fgf1* and *Fgf21* in the livers from Vehicle- or CORT-treated mice. **(B)** Evaluation of the mRNA expression level for *NR3C1* in intestines or livers from the two groups of mice. Data are expressed as mean  $\pm$  SEM, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ , n.s.: no significance.

How the deposited data were processed for this re-analysis (not part of the article)

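RNA-seq of duodenum and liver from mice given CORT (40 mg/kg) or vehicle every day for 8 weeks was analysed, with 3 CORT and 3 Veh libraries per tissue and 12 libraries in all. Conditions and replicate numbers were taken from the sample labels, and the columns of the tables carry the same names. The authors trimmed the reads with SeqPrep and Sickle, aligned them with HISAT2 (orientation mode), assembled them with StringTie and quantified them with RSEM, and the deposited values are TPM per gene and library, not pooled. The paper's text gives no tool versions and no genome build or annotation release, so gene names and identifiers are those of the tables and no coordinates are given. The authors called DEGs with DESeq2. The paper's methods give an adjusted p of 0.05 or less, and its results give a p under 0.05, without saying adjusted, with a fold change over 1.5. In its intestine list the largest adjusted p is 0.0498, the paper's value. The TPM values in the supplementary lists of DEGs, as far as they are held here, were checked gene by gene against the tables.

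TPM values are scaled within each library, so the depth per library is unknown and neither confidence intervals for counting error nor detection limits can be given. A gene at 0 is reported as listed at 0. The precision comes only from the spread between 3 replicates per group.

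Starting from TPM, log2(TPM + 1) was computed, genes with a mean of at least 1 TPM in either group were kept (13607 in the intestine and 11699 in the liver), and each tissue was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), with treatment as the only term. P-values were adjusted by the Benjamini-Hochberg method, and a DEG had an adjusted p of 0.05 or less and a fold change over 1.5. All adjusted p-values for genes are limma's. The design had planned count models in case the tables held read counts, and the branch for TPM was used because they hold TPM. Fold changes on this scale understate the change of low genes. Lists of genes were tested with limma's camera (preset correlation 0.01), adjusted over 13 lists, with fry and an estimated correlation as alternatives. The lists written after the first results were adjusted apart from these, over 6 tests across both tissues. The PCA used the same values, centred and not scaled.

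The fits were tested on simulated data. Of 200 genes changed by 2 on the log2 scale, 174 of 200 were called in the right direction among 13607 simulated intestine genes and 168 of 200 among 11699 simulated liver genes, with 8 and 11 unchanged genes called. With no gene changed, 0 genes were called in either. The noise was drawn for each gene on its own, so deviations that genes share within a library were not simulated. The simulated change is larger than those of Glul, Wee1 and Casp1 in the intestine. These counts thus do not give the power for changes of that size, nor the rate of false calls under shared deviations.

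The genes named in the text were chosen by a rule set before the data were examined: the genes the paper names in its text on RNA-seq, those of Fig. 3F and Fig. 4F as counts and exceptions, Fkbp5 and Tsc22d3 as controls of the treatment, the 3 genes per direction and tissue with the smallest adjusted p among DEGs whose groups do not overlap, the 5 acinar genes with the highest level in intestine, and members of a list past the threshold. Other genes are named as chosen after their values were seen. Not every gene that this rule selects is reported here. The gene lists were fixed before the data were examined, apart from lists of T cell, B cell, pancreatic islet and further acinar genes, which were written after the first results, the acinar pattern among them, had been seen, but before the values of their own genes were looked at.

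Set before the data were examined, the alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block, leaving out each library, no limit on fold change, unadjusted p-values, removal of 34 pancreatic acinar genes with rescaling, a PCA scaled to unit variance, a limit of 0.5 TPM for expression, fry, and camera with an estimated correlation. A scaling of each library by the median of its ratios to the geometric mean of the libraries, and a limma fit of both tissues with a treatment by tissue term, were added after seeing the data. KEGG pathways, qPCR and histology were not analysed here. The list of liver DEGs in the supplement was held here only in part, so no overlap with it was computed.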

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

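All tests of explanations in this part were chosen after the results were seen. Removal of the acinar genes, which some of them use, was itself an alternative set before the data were examined. Groups of 3 libraries were too small to look for single deviating samples.

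The change of Fgf1 with CORT differed between the tissues. In a limma fit of both tissues, added after seeing the data, the log2 fold change in liver minus that in intestine was 2.28 (standard error 0.20, adjusted p = 0.000222 over 14806 genes, with 8 genes of the paper's text looked at). In the intestine Fgf1 was low, at 0.97, 0.89 and 1.48 TPM in the CORT libraries and 1.96, 2.03 and 1.77 TPM in the Veh libraries. All CORT values lay below all Veh values, but the change in the intestine alone did not pass (log2 fold change -0.48, limma adjusted p = 0.228). Scaling of the TPM values is argued against as the whole cause, since the difference was 2.18 under median-ratio scaling and kept its call. With each library left out it ran from 2.15 to 2.40. Of the same 8 genes, Fgf21 also differed (adjusted p = 0.0455), although in the intestine it was listed at 0 in 4 of the 6 libraries so the size of its difference depends on the pseudocount. A tissue-specific response of Fgf1 to CORT stays open as a hypothesis.

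DNA replication genes, which the paper does not discuss as a list, were lower in the CORT-treated intestines. The median log2 fold change was -0.35, with 20 of 23 genes lower. By staining, the paper reports greater EdU progression and deeper Ki67-labelled crypts in the CORT-treated duodenum, which RNA of whole tissue does not measure. After removal of the acinar genes the median was -0.39. This removal rescales all other genes of a library alike, so it speaks only to the TPM share of the acinar genes. Other transcripts of pancreatic tissue in Veh2 and Veh3 stay in, so such tissue stays open as a cause. Scaling, which moves all genes alike, is argued against, since the median over all tested genes was -0.012. Its values ran from -0.026 to 0.013 when a library was left out. A lower share of cycling cells in the CORT libraries would lower mitosis genes too. The mean DNA replication score minus the mean mitosis score was instead 0.20 ± 0.13 (SD, n = 3) in Veh and -0.22 ± 0.14 (SD, n = 3) in CORT. The change of -0.42 is larger than either spread (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). A change of DNA replication genes themselves also stays open and was not tested further. The camera call was lost with a correlation estimated from the data (adjusted p = 0.240).

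Plasma cell genes were lower in the CORT-treated intestines (median log2 fold change -0.95, camera adjusted p = 6.37e-07, fry adjusted p = 0.0183, and 0.240 with an estimated correlation), with 13 of 15 genes lower, and Sdc1, Tnfrsf17, Igkc and Igha past the threshold on their own. Adjusted over the list alone, 8 passed. Immunoglobulin segments are similar to each other, so reads can be split between them. Removal of the acinar transcripts left the median at -0.99. It rescales all other genes of a library alike, so it speaks only to the TPM share of the acinar genes. Other transcripts of pancreatic tissue stay in, so such tissue stays open as a cause. Whether lymphocytes were lower in general stays open. The median of 13 T cell genes was -0.26 (camera adjusted p = 0.0461, fry adjusted p = 0.417). These p-values were adjusted over 6 tests of the lists written later, apart from the list of plasma cell genes, so the 2 cannot be compared directly. The summed TPM of the T cell genes in Veh1 (92.8) lay among the CORT libraries (87.1, 110 and 89.5). The sums in Veh2 and Veh3 were 129 and 138. For B cell genes, of which 4 were tested, the median was 0.28 (camera adjusted p = 0.690).

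Glucocorticoid-induced genes were higher in both tissues. The median log2 fold change was 1.44 in the intestine, where all 14 tested genes were higher (camera adjusted p = 2.11e-09, fry adjusted p = 0.0212), and 1.48 in the liver, where all 15 were higher (camera adjusted p = 9.32e-09, fry adjusted p = 0.0183). With an estimated correlation, the adjusted p was 0.246 in each. Past the threshold on their own were 4 genes in the intestine and 8 in the liver, and adjusted over the list alone 9 and 13. Scaling is argued against in both. It moves all genes alike, and in the intestine the median over all tested genes was -0.012, with values from -0.026 to 0.013 when a library was left out. In the liver the list had a median of 1.39 under median-ratio scaling. The treatment is the difference that the design names, and these lists were made from genes chosen as its targets.

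In the liver, 15 of 15 fatty acid oxidation genes were higher, with a median log2 fold change of 0.64 (camera adjusted p = 9.42e-05), but the call did not hold under fry (adjusted p = 0.0932) or an estimated correlation (0.460). Cpt2, Cyp4a14, Slc25a20 and Cyp4a10 passed on their own, and 4 passed adjusted over the list alone. Cyp4a10 and Cyp4a14 are similar copies. Lipid droplet genes had a median of 1.63 (camera adjusted p = 2.78e-05, fry adjusted p = 0.0183, and 0.346 with an estimated correlation), with 10 of 11 higher, 5 past the threshold (Plin4, G0s2, Plin5, Pnpla2 and Fitm2) and 7 adjusted over the list alone. Median-ratio scaling gave medians of 0.55 and 1.54, with both calls kept, against a shift of the median of all liver genes from 0.078 to -0.003, so scaling is argued against for both. A response of lipid handling to CORT is a hypothesis that these libraries cannot test further.

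Outside the genes the paper discusses, those with the smallest adjusted p among the higher genes were Gm37375, Lcn2 and Nrg4 in the intestine, with log2 fold changes of 4.27, 4.36 and 2.00, and Kcnmb2 and Gm10032 in the liver, with 5.11 and 2.71. They are not the genes with the largest changes. The values of Gm37375, Kcnmb2 and Gm10032 depend on the pseudocount, since Veh values are at or near 0. With a pseudocount of 0.1 their log2 fold changes were 7.52, 8.19 and 4.99. The medians over all tested genes were -0.012 and 0.078, with values from -0.026 to 0.013 and from 0.023 to 0.169 when a library was left out, which argues against scaling, as it moves all genes alike. The treatment remains the untested biological explanation.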

How the results depend on the processing

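The alternatives were set before the data were examined, apart from the median-ratio scaling and the fit of both tissues, which were chosen after seeing the data. DESeq2, the count-based normalizations, the count-based fit of all 12 libraries and the count of genes that differ between tissues were not run, because the tables hold TPM. The depth is unknown, so its effect could not be examined.

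The counts of DEGs depended on the processing, and the cause was not tested except where given. Without a filter on low values the intestine had 52 DEGs (38 higher, 14 lower), with 24876 genes tested in place of 13607, and the liver had 283 (210 higher, 73 lower). Of the genes of Fig. 3F and Fig. 4F, 0 and 6 passed there, against 6 and 17. With unadjusted p-values there were 1395 (665 higher, 730 lower) and 1808 (1166 higher, 642 lower), and 25 and 30 genes of these figures passed. By median-ratio scaling the lower genes of the liver numbered 468 against 235, with 706 of the 810 DEGs shared. A pseudocount of 0.1 gave 317 and 859 DEGs and adjusted p alone gave 292 and 833. Removal of the acinar genes gave 341 in the intestine, 287 of them shared.

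Of the genes of the text, Glul lost its call in all 6 fits that left out a library, Wee1 and Fgf21 of the liver in 4 of the 6, and all of these kept their direction. Across the 6 fits that each left out a library, the intestine had from 66 to 237 DEGs, the lowest without Veh3 and the highest without Veh1 (from 47 to 124 higher, from 18 to 113 lower, and from 0 to 3 genes of Fig. 3F). The liver had from 247 to 831, the lowest without CORT1 and the highest without Veh2 (from 184 to 675 higher, from 63 to 156 lower, and from 6 to 19 genes of Fig. 4F). The cause of the spread among these fits was not tested beyond their smaller number of libraries.

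With the replicate number as a block there were 62 intestine DEGs (39 higher, 23 lower) and 307 liver DEGs (220 higher, 87 lower), and 0 and 10 genes of Fig. 3F and Fig. 4F. Libraries with the same number did not deviate together, with correlations across genes of 0.054, 0.073 and -0.004 in the intestine and 0.038, -0.008 and -0.12 in the liver, so the numbers do not pair the samples and a call lost there is not a weaker effect. The anti-apoptotic genes (median 0.22) had an adjusted p of 0.0574 in this fit, within values from 0.0212 to 0.460 over all alternatives.

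Of the gene lists in the intestine, the pro-apoptotic genes passed without a filter (median -0.16, adjusted p = 0.0214, with values from 0.0214 to 0.456 over all alternatives) and without Veh2. The anti-apoptotic genes, at an adjusted p of 0.0496, did not pass after removal of acinar genes (median 0.18) nor without Veh2, without Veh3 or without CORT2. Mitosis genes had a median of -0.006 after this removal and passed without CORT3. The absorptive enterocyte genes did not pass without CORT1. Ranges of the median over the fits that left out a library were from -0.23 to -0.069 for pro-apoptotic genes, from 0.14 to 0.32 for anti-apoptotic genes, from -0.061 to 0.16 for mitosis genes, from -0.072 to 0.052 for intestinal stem cell genes and from 0.32 to 0.59 for absorptive enterocyte genes, and from -0.14 to 0.27 for lipogenesis genes of the liver. Under fry, which leaves the medians as they are, the anti-apoptotic (0.22), enterocyte (0.47), acinar (-5.68) and liver fatty acid oxidation genes (0.64) did not pass. With an estimated correlation none of the 13 lists passed, including glucocorticoid-induced (1.44 and 1.48), DNA replication (-0.35), plasma cell (-0.95) and lipid droplet genes (1.63), although these last lists passed in the same direction under every other alternative that was run.

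At 0.5 TPM, DEGs expressed in CORT only numbered 13 in the intestine and 49 in the liver, and those in Veh only 12 in the liver. For the single genes whose direction changed when a library was left out, the log2 fold change ran from -0.34 to 0.22 for Nr3c1 in the intestine, from -0.51 to 0.16 for Reg1 in the intestine, from -0.014 to 0.34 for Wee1 in the liver, from -0.056 to 0.24 for Xiap in the liver, from -0.15 to 0.11 for Nr3c1 in the liver. Xiap in the liver was at -0.027 under median-ratio scaling. The difference of Nr3c1 between tissues ran from -0.23 to 0.32.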

Differences from the paper's values

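The paper reports 1155 DEGs in the intestine, 628 higher and 527 lower, and here there were 292, 167 and 125. For the liver it reports 2051 DEGs, 1132 higher and 919 lower, and here there were 810, 575 and 235. Of the alternatives set before the data were examined, unadjusted p-values with a fold change over 1.5 gave 1395 (665 higher, 730 lower) and 1808 (1166 higher, 642 lower), each within 1.5 times the paper's number. None of the others did for the number of DEGs. The paper's results give the limit as a p under 0.05, its methods as an adjusted p, and the largest adjusted p on its intestine list is 0.0498, the paper's value. With unadjusted p-values 947 of the 1395 genes are on the paper's intestine list. On that list, 48 of the 1155 genes have a mean below 1 TPM in both groups and 46 do not differ by over 1.5 times in mean TPM.

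The paper states 33 genes of cell growth and death for the intestine and here 6 of them passed. It states 35 genes of the liver pathways and here 17 passed. Unadjusted p-values gave 25 and 30, and adjustment over each list alone also gave 25 and 30. Unadjusted p-values call Casp1, which the paper names, but not Xiap.

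The paper's text states 11 of the 33 genes higher and 22 lower. Here 21 were higher and 11 lower, with 1 gene not tested, and no alternative moved the directions to the paper's numbers, although 22 were higher without a filter. In the paper's own supplementary list, 22 of these genes are marked as higher and 11 as lower, and the colours of Fig. 3F go the same way as that list.

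The supplementary tables of DEGs expressed in 1 group hold 67 genes (CORT) and 72 genes (Veh) for the intestine, the paper's numbers, against 22 and 9 here. For the liver the paper's tables hold 215 (CORT) and 128 (Veh), against 82 and 28 here. A limit of 0.5 TPM, giving 13, 7, 49 and 12, did not close any of these gaps. Applied to the 1155 genes of the paper's own intestine list, the limit of 1 TPM gave 67 and 72. For the intestine the gap thus lies in which genes were called, not in the limit.

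The ratio of Nr3c1 between CORT and Veh livers is about 0.57 in Fig. S1B by qPCR, read by eye, and here the ratio of mean TPM was 0.998. No fit that left out a library closed the gap, with ratios from 0.888 to 1.09. The qPCR was scaled to beta-actin, and the paper does not say whether it used the same mice. For Fgf1 and Fgf21 in the liver, the qPCR ratios read by eye are about 2.7 and 14. The ratios of mean TPM here were 3.62 and 18.8, in the same direction. The share of PC1 is about 44% in Fig. 3A and about 43% in Fig. 4A, read by eye, and did not differ by this measure from 46.4% and 44.9% here. With no filter on low values it was 43.9% and 42.6%.

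In statements without numbers, the paper describes Xiap as increased and Casp1 as decreased in the intestine. Here both had that direction, with adjusted p-values of 0.264 and 0.111. Read by eye, the columns CORT1 and CORT3 of Fig. 4F, and the columns with the numbers 1 and 3 within each group of Fig. 3F, run in the other order than in the tables, for the figure as a whole and not for single genes. For example, Fig. 4F draws the lowest CORT level of Fgf21 under CORT1, and the table gives it, at 6.58 TPM, for CORT3, while Fig. 3F draws the highest Veh level of Casp1 under Veh3, and the table gives it, at 82.9 TPM, for Veh1.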

Other observations

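The 34 acinar genes, the lipogenesis list, Nr3c1 and the fits that left out a library were set before the data were examined. The other tests in this part were chosen after the results were seen. The groups of libraries compared are the treatment groups of the paper.

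Pancreatic acinar transcripts were abundant in Veh2 and Veh3 of the intestine. The 5 with the highest mean level were Reg1, Ctrb1, Cela2a, Prss2 and Try4. Ctrb1 was at 14.5, 7733 and 6026 TPM in Veh1, Veh2 and Veh3 and at 0.35, 0.28 and 0.76 TPM in the CORT libraries, Cela2a at 28.8, 4137 and 4168 TPM and at 0.26, 0.07 and 0.06 TPM, and Prss2 at 2.29, 3289 and 2724 TPM and at 0, 0.1 and 0 TPM. Try4 was at 1.87, 3651 and 2217 TPM in the Veh libraries and listed at 0 in all CORT libraries. Try4 and Prss2 have near-identical copies. Reg1, at 1883 to 4722 TPM across the 6 libraries, showed no such pattern, and the intestine expresses it too. On the log2(TPM + 1) scale with all 6 libraries, no acinar gene passed the threshold over all genes, with 28 at an unadjusted p under 0.05. Veh1 lay far below the other Veh libraries. Without Veh1, Ctrb1, Cela2a, Prss2 and Try4 passed. Other genes of the list, among them Cpa1, Cel, Pnlip and Amy2a3, also passed in 1 of the 6 fits that left out a library. With a pseudocount of 0.1 and all 6 libraries, Cela2a passed (log2 fold change -11.9, limma adjusted p = 0.0276). The list as a whole had a median log2 fold change of -5.68 (camera adjusted p = 1.20e-10, fry adjusted p = 0.150), and 27 genes passed adjusted over the list alone. A candidate explanation is pancreatic tissue in the dissected duodenum. In 18 other pancreatic genes, of which 16 were above 0, 11 had their highest values in both Veh2 and Veh3, where chance would give 1.07. Ins2 was at 4.97 and 25.4 TPM there and listed at 0 in the other libraries, and Pdia2 at 45.6 and 49.4 TPM there and between 0.33 and 3.31 TPM in the others. Sst, Gcg, Iapp, Pcsk2 and Aqp8 did not follow this pattern. By treatment, the 5 islet genes tested, of 9 listed, went both ways, so no change of that list was read from them, and the further acinar genes, of which 7 were tested, had a median of -1.71 (camera adjusted p = 0.00661, fry adjusted p = 0.279). In the liver at most 2 genes of each added list were tested, and these are not used here. A lowering of acinar transcripts by CORT in the duodenum itself and such tissue cannot be told apart for the CORT libraries. Veh1 lay above every CORT library in 22 of the 31 acinar genes above 0 there, where chance gives 7.75, but Veh1 is a single library and a trace of pancreatic tissue in it would give the same. The paper does not discuss these genes. Its list of DEGs holds 28 acinar genes, all marked as lower. Of its 527 lower genes, 54 had Veh2 and Veh3 each at more than 2 times the highest of Veh1 and CORT, against 8 and 11 for the same pattern with Veh2 or Veh3 as the low library.

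Of the 10 splits of the intestine libraries into 3 and 3, only 1, the real one, gave as many DEGs, and the others gave 0 to 4. In the liver it was again 1 of 10, and the others gave 0 or 1. With 10 splits the share cannot fall under 0.1, so a chance split cannot be told apart by this count.

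Nr3c1, which the paper measured by qPCR, had log2 fold changes of -0.11 (limma adjusted p = 0.859) in the intestine and -0.012 (limma adjusted p = 0.972) in the liver. The difference between tissues was 0.098 (adjusted p = 0.918).

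Lipogenesis genes of the liver moved both ways, with a median of 0.15 (camera adjusted p = 0.431, fry adjusted p = 0.828). Agpat2 was higher and Acaca, Srebf1, Acly and Fasn were lower past the threshold, and adjusted over the list alone 4 were higher and 4 lower.

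Cyp2b10 in the liver, chosen after its values were seen, was at 990 ± 189 TPM (SD, n = 3) in the CORT-treated group and at 2.89 ± 3.17 TPM (SD, n = 3) in the vehicle-treated group, a log2 fold change of 8.29 (standard error 0.52, limma adjusted p = 0.00143). The test of the other genes of its family, whose reads can be shared with it, was not made.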
